A study of Arabidopsis thaliana with 6 samples. Its data were reported in "FIONA1-mediated methylation of the 3’UTR of FLC affects FLC transcript levels and flowering in Arabidopsis" (2022).

How the data were processed

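The data were RNA-seq libraries of 14-day-old *Arabidopsis thaliana* seedlings. There were 6 libraries, 2 of each genotype, namely the mutants *fio1-1* and *fio1-2* and their wild type, Col-0. The labels describe growth on soil, whereas the methods of the study describe seedlings raised on agar plates, so the growth medium is left unstated below. The group called *fio1-2* keeps the name of the labels. The text of the study gives the name *fio1-5* to the CRISPR allele it sequenced and uses *fio1-2* for a T-DNA line.

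The deposited values used here were raw read counts per gene in each library. The authors trimmed the reads with Trim Galore, aligned them to the TAIR10 genome with HISAT2 under default parameters, and counted reads per gene with HTSeq. The authors did not state whether counting used the strand of the reads, so values of genes that overlap another gene on the opposite strand are uncertain. Counts of near-identical genes are uncertain too, because reads that align to several copies may be dropped or split. The authors also deposited a table per mutant from their own limma-voom fit, with log2 fold changes against wild type, mean log2 CPM, and a score per gene (the moderated statistic and the log odds). The same tables hold the authors' p-values and their Benjamini-Hochberg adjusted values. The filter, the scaling factors and the libraries behind those tables are not stated; the mean log2 CPM was identical in both tables for all 22351 genes. They were used only as an alternative source of the calls.

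The count files listed 32833 genes, of which 26601 had a count in at least 1 library. The filterByExpr function of edgeR kept 21268 genes, which held 99.88% to 99.91% of the counts of each library. Gene names and coordinates were taken from the TAIR10.1 annotation, matched by locus identifier, which covered 21226 of the tested genes. The count files themselves carry no coordinates.

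Counts were scaled with TMM factors, which lay between 0.983 and 1.01. All 6 libraries entered a single limma-voom fit with a mean per genotype, without covariates, so that the 3 genotypes shared an estimate of the spread with 3 residual degrees of freedom. The contrasts were *fio1-1* against wild type, *fio1-2* against wild type, and *fio1-2* against *fio1-1*. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change was at least 1. Adjusted p-values below come from this limma-voom fit unless another tool is named. Levels are given as TMM-scaled CPM, computed here, with the SD over 2 libraries. The tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16 and DESeq2 1.42.0. With 2 libraries against 2, an exact two-sided permutation test of a single value cannot give a p under 0.333, so no such test was made.

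Gene sets were tested with camera at a preset inter-gene correlation of 0.01 and with fry, both two-sided, and adjusted by Benjamini-Hochberg over the sets and contrasts. The sets were morning-phased clock genes, evening-phased clock genes, genes of light-harvesting proteins (symbols LHCA or LHCB), and 2 lists of transcripts with less methylation in *fio1-1* or in *fio1-5*, which the text of the study tabulates from direct RNA sequencing of other libraries. The tabulated transcripts are those found in at least 2 mutants, and the full lists of the study, which are several times as long, were not used here. These sets, the tests, the thresholds, the alternatives and the rule for named genes were fixed before the data were examined, except where a choice is said to have been made later. The marker lists were written later than that. Storage protein genes, regulators of embryo development and floral organ genes were listed after their values were seen, and genes annotated as late embryogenesis abundant were listed before theirs were. CSD1, CCS and FSD1 were listed as copper-responsive genes after CSD2 had been seen and before their own values were computed.

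The named genes are FIO1, the flowering and reference genes that the text of the study names, and the clock genes. To these were added the 5 genes called higher and the 5 called lower in both mutants with the largest smaller-of-both change, and the 3 called higher and the 3 called lower in *fio1-2* against *fio1-1* with the largest change. These additions required a mean of at least 1 CPM and no overlap between the libraries of the groups compared.

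Where all libraries of a group had 0 counts, the fold is given as a lower bound against a floor of 3 counts summed over the group, which is 0.149 CPM in wild type and in *fio1-1* and 0.127 CPM in *fio1-2*. Where a group held 1 to 3 counts in sum, the ratio is given with its 95% exact conditional interval. Intervals and floors cover counting error only, since the reads carry no molecular identifiers.

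Each fit was tested on simulated counts for the 21268 genes with 200 genes changed per mutant. In these, limma-voom recovered 95% of the changed genes with 2 false calls for *fio1-1* against wild type, 92% with 2 false calls for *fio1-2* against wild type, and 96% of 397 genes with 4 false calls between the mutants. The changed genes had a mean of at least 1 CPM, and their changes against wild type exceeded the fold change minimum. Recovery at lower counts, or of changes close to that minimum, was not measured. To see what the sharing of wild-type libraries gives by itself, 50 pairs of unchanged groups were simulated, with the wild-type libraries drawn anew each time. All simulated counts took their spread from a trend over expression level, not from each gene. After the data were seen, 50 simulations per mutant were added in which the genes called in that mutant alone changed there and kept a common mean in the other groups.

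The alternatives were edgeR's quasi-likelihood test, DESeq2, limma-trend on log2 CPM with a prior count of 2, scaling by library totals, by RLE factors or by upper-quartile factors, no low-count filter, a filter on mean CPM, removal of organelle genes, the adjusted p alone, limma's treat against a log2 fold change of 1, fits on the compared groups alone, library quality weights, a robust variance prior, the replicate number as a block, each library left out in turn, and the deposited tables. A rank correlation was added after the data were seen. The nanopore methylation data of the study were not analysed here.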

Results

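RNA-seq counts were obtained from 14-day-old seedlings of wild type Col-0 and of the mutants *fio1-1* and *fio1-2*, with 2 libraries per genotype. FIO1 is the Arabidopsis relative of the human RNA methyltransferase METTL16. The allele *fio1-1* is a splice-site mutation, and the group labelled *fio1-2* is taken to be the CRISPR allele that the text of the study calls *fio1-5*. The comparisons ask how gene expression changes when FIO1 is impaired, and whether both alleles change it alike. Total counts were 9717111 and 10344511 in the wild-type libraries, 10260837 and 10102640 in *fio1-1*, and 10439119 and 13055457 in *fio1-2*. The deepest library held 1.34 times the counts of the shallowest. Between 24123 and 24792 genes had a count in a library.

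Replicates lay closer together than genotypes did. On log2 CPM, Pearson's r across genes was 0.989 in each of the 3 same-genotype pairs. It was 0.966 to 0.968 between *fio1-1* and wild type, 0.964 to 0.966 between the mutants, and 0.946 to 0.947 between *fio1-2* and wild type. Genes are not independent replicates, so these values are descriptions of the libraries. The first principal component held 56.9% of the variance and the second 24.6%. The smallest gap between a same-genotype r and a between-genotype r was 0.0209, and it moved most without the low-count filter, to 0.00938. Counts of replicates differed by more than sampling noise, with a mean chi-square per gene of 1.49 in wild type, 1.76 in *fio1-1* and 1.99 in *fio1-2*, against 1 from counting error alone, so no pair looked like a library deposited again. The spread beyond counting error was small, with a biological coefficient of variation of 3.685%. The prior of the limma-voom fit carried 62.14 degrees of freedom. The study calls the replicates biological and used pooled seedlings of each line, but does not state whether replicates were grown apart. The adjusted p-values thus measure the spread between these pools, and may not cover that between independent growths.

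**Figure D1:**
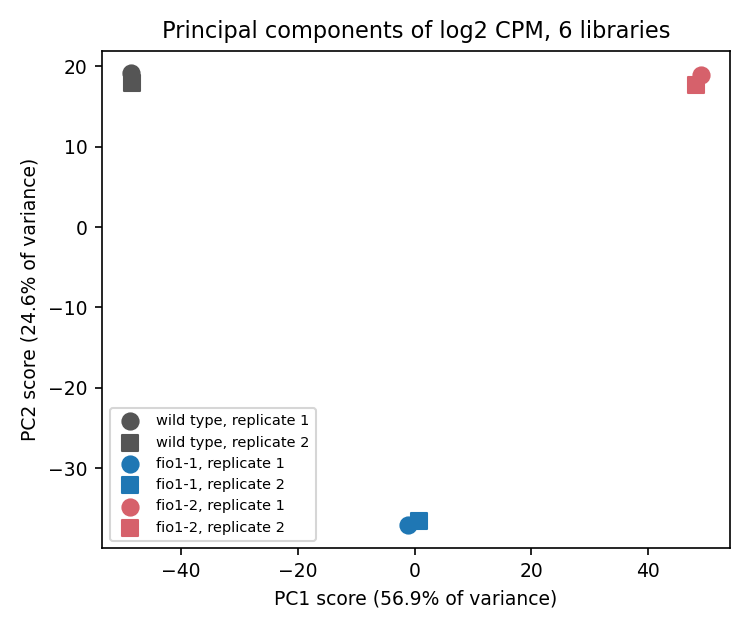
Principal components of log2 CPM for the 6 libraries, with the share of variance on each axis. Each point is a library, coloured by genotype; the first component holds 56.9% of the variance, and the libraries of each genotype lie side by side.

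FIO1 itself (AT2G21070, chromosome 2, 9040852 to 9043651 in TAIR10.1) was expressed at 10.04 ± 1.55 CPM in wild type, 8.39 ± 0.213 CPM in *fio1-1* and 7.81 ± 1.19 CPM in *fio1-2* (SD, n = 2 each). Its log2 fold change against wild type was -0.24 in *fio1-1* (limma-voom adjusted p = 0.346) and -0.34 in *fio1-2* (limma-voom adjusted p = 0.146), neither of which passed the threshold. Neither allele removes the whole transcript, so the gene's count does not check the labels.

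In *fio1-1*, 621 genes were called higher and 424 lower than in wild type, which is 4.91% of the tested genes. In *fio1-2*, 901 genes were called higher and 361 lower, or 5.93%. Of the called genes, 59.4% were higher in *fio1-1* and 71.4% in *fio1-2*. The fold change minimum moved these counts most. With the limma-voom adjusted p alone, 3026 genes were higher and 3047 lower in *fio1-1*, and 3485 were higher and 3426 lower in *fio1-2*. The authors' deposited tables, at the same thresholds, held 627 higher and 444 lower genes for *fio1-1*, and 959 higher and 383 lower for *fio1-2*. Of the calls made here, 980 of 1045 in *fio1-1* and 1202 of 1262 in *fio1-2* were also calls in the authors' deposited tables, all with the same sign.

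The mutants shared 348 genes called higher and 222 called lower, where independent lists of these sizes would share 26.3 and 7.20. Across the tested genes, the log2 fold changes of the mutants against wild type had a Pearson's r of 0.673. Because both contrasts use the same wild-type libraries, 50 simulated pairs of unchanged groups gave a median r of 0.513 (0.491 to 0.530) and no shared calls. When each mutant was set against a different wild-type library, r lay between 0.491 and 0.520 over 8 combinations. The value of r moved most in fits of the compared groups alone, to 0.738. Of the 472 genes called in *fio1-1* alone, 435 (92.2%) changed in the same direction in *fio1-2*. The mutants differed by the limma-voom adjusted p for 236 of these 472 genes, and the difference was itself called for 96. Of the 689 genes called in *fio1-2* alone, 591 (85.8%) changed in the same direction in *fio1-1*. Between the mutants, 387 of these 689 genes passed the limma-voom adjusted p, and 260 were called different. The shared wild-type libraries favour the same direction, and 50 simulations per mutant in which these genes changed in that mutant alone gave medians of 61.2% (50.6% to 68.6%) for *fio1-1* and 60.1% (54.1% to 66.1%) for *fio1-2*. A median of 158 and 319 of these genes were called again in the simulations, so they describe fewer genes than the data do.

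**Figure D2:**
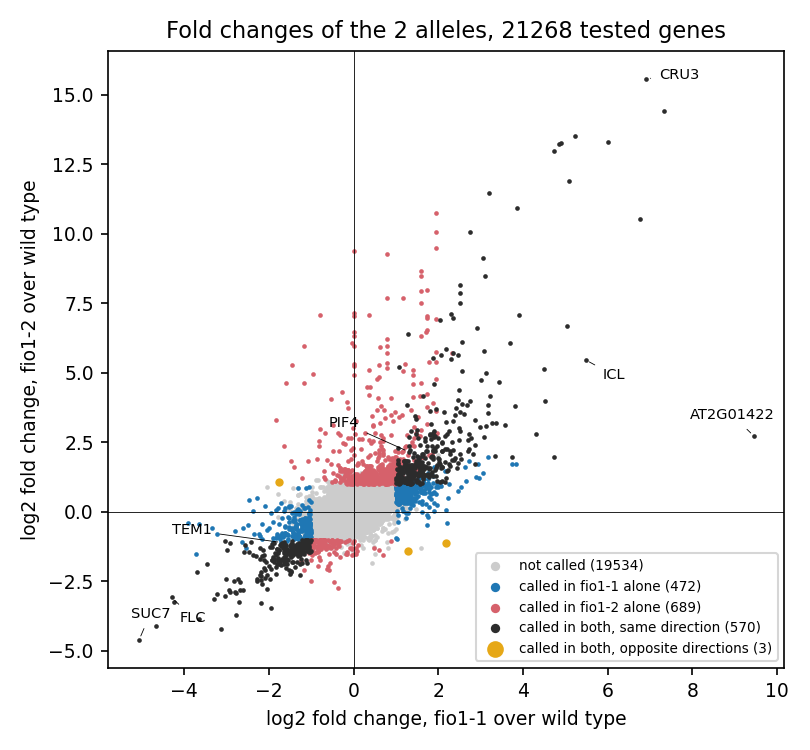
Log2 fold changes against wild type in *fio1-1* (horizontal axis) and *fio1-2* (vertical axis), with a point per tested gene, coloured by the mutant in which it was called. The 348 shared higher and 222 shared lower calls lie in the upper right and the lower left, and fitted values of genes at 0 counts depend on the prior count.

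Only 3 genes were called in opposite directions against wild type. They are CSD2 (AT2G28190), AT3G12900 and LSU3 (AT3G49570). CSD2 and LSU3 fall outside the rule for named genes and were chosen after their values were seen. CSD2 had a log2 fold change of 1.30 in *fio1-1* and -1.42 in *fio1-2*, AT3G12900 of 2.18 and -1.14, and LSU3 of -1.75 and 1.07. The number of opposite calls was 1 without wild type replicate 2 and 5 without *fio1-2* replicate 1. AT3G12900 was not called in *fio1-2* without either of these libraries (log2 fold change -0.61 and -0.77).

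The flowering genes named by the study were examined next. FLC (AT5G10140, chromosome 5, 3173382 to 3179448), which encodes a MADS-box repressor of flowering, was at 2.65 ± 1.03 CPM in wild type, 0.149 ± 0.211 CPM in *fio1-1* and 0.315 ± 0.230 CPM in *fio1-2* (SD, n = 2 each). Its summed counts were 53 in wild type and 3 in *fio1-1*, a ratio of 17.6 with a 95% interval of 5.72 to 88.2 (limma-voom adjusted p = 1.11e-05). In *fio1-2* the log2 fold change was -3.08 (SE 0.635, limma-voom adjusted p = 7.02e-05). Both calls of FLC were kept with each library left out, but their size depended on single libraries. Without *fio1-1* replicate 2 the ratio in *fio1-1* was 8.82 (95% interval 2.86 to 44.1), and without *fio1-1* replicate 1 that mutant had 0 counts. Without *fio1-2* replicate 2 the log2 fold change in *fio1-2* was -2.29. Without *fio1-2* replicate 1 the change was larger, with 2 counts in *fio1-2* and a ratio of 17.2 (95% interval 4.52 to 145). FLC overlaps the antisense gene AT5G01675, which was lower as well. TEM1 (AT1G25560, chromosome 1, 8981556 to 8983314), which encodes an AP2/B3 transcription factor, fell from 189 ± 2.23 CPM in wild type to 58.8 ± 2.65 CPM in *fio1-1* and 88.3 ± 6.94 CPM in *fio1-2*. Its log2 fold changes were -1.69 (SE 0.0646) and -1.11 (SE 0.0559), and the mutants differed by 0.58 (limma-voom adjusted p = 4.1e-10). PIF4 (AT2G43010, chromosome 2, 17886101 to 17889087), which encodes a phytochrome-interacting factor, rose from 19.8 ± 0.410 CPM to 49.1 ± 1.53 CPM in *fio1-1* and 88.4 ± 0.203 CPM in *fio1-2*. Its log2 fold changes were 1.31 (SE 0.104) and 2.16 (SE 0.0962), and the mutants differed by 0.85 (limma-voom adjusted p = 6.46e-16).

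FT, LHY and AGL42 were called in both mutants at low counts, and all of these calls but that of LHY in *fio1-2* were lost when single libraries were left out. FT (AT1G65480) had log2 fold changes of 2.01 (SE 0.552) in *fio1-1* and 1.78 (SE 0.551) in *fio1-2*. The call in *fio1-1* was lost without wild type replicate 1, where the log2 fold change was 1.79. The call in *fio1-2* was lost without wild type replicate 1 (1.56), wild type replicate 2 (2.00) or *fio1-2* replicate 1 (1.54). LHY (AT1G01060) rose by 2.099 (SE 0.466) and 2.19 (SE 0.455) on the log2 scale, and the call in *fio1-1* was lost without wild type replicate 2 (1.39). The call of LHY in *fio1-2* held under the 19 alternatives run for single genes, which did not include treat. The size of its change depended on the wild-type libraries, with log2 fold changes of 2.77 in *fio1-1* and 2.86 in *fio1-2* without wild type replicate 1, and 1.47 in *fio1-2* without wild type replicate 2. AGL42 (AT5G62165) had log2 fold changes of -1.92 (SE 0.549) and -1.26 (SE 0.464). Its call in *fio1-1* was lost without *fio1-1* replicate 1 (-1.21). Its log2 fold change in *fio1-1* ran from -2.65 to -1.21 over the alternatives. Its call in *fio1-2* was lost without wild type replicate 1 (-1.37), wild type replicate 2 (-1.13), *fio1-2* replicate 1 (-0.97) or *fio1-2* replicate 2 (-1.60), and both were lost under DESeq2. SOC1 rose by 0.71 and 0.66 on the log2 scale, under the fold change minimum. CO had log2 fold changes of -0.05 in *fio1-1* (limma-voom adjusted p = 0.916) and -0.70 in *fio1-2* (limma-voom adjusted p = 0.0725). Neither passed over all genes, but the lower level in *fio1-2* passed when adjusted over the 11 genes of this list alone. By qRT-PCR the study instead reported higher CO in both alleles, limited to early stages in its time course. The values here rest on 77 counts in wild type, 74 in *fio1-1* and 55 in *fio1-2*. CO overlaps antisense genes. Among the reference genes, UBQ10 fell by 0.53 on the log2 scale in *fio1-1* and by 0.08 in *fio1-2*, in the same direction under all scalings tried, though its counts share sequence with other polyubiquitin genes. TIP41 changed by 0.01 and -0.26. Its value in *fio1-1* ran from -0.059 to 0.070 over the alternatives, so its sign there is not settled. Of the 11 genes in this list, 8 passed the limma-voom adjusted p in *fio1-1* and 9 in *fio1-2*, and 8 and 10 when adjusted over the list alone. Between the mutants 3 passed, and 4 when adjusted over the list alone. The study chose these genes partly on the same libraries, so the counts over the list are not independent evidence.

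**Figure D3:**
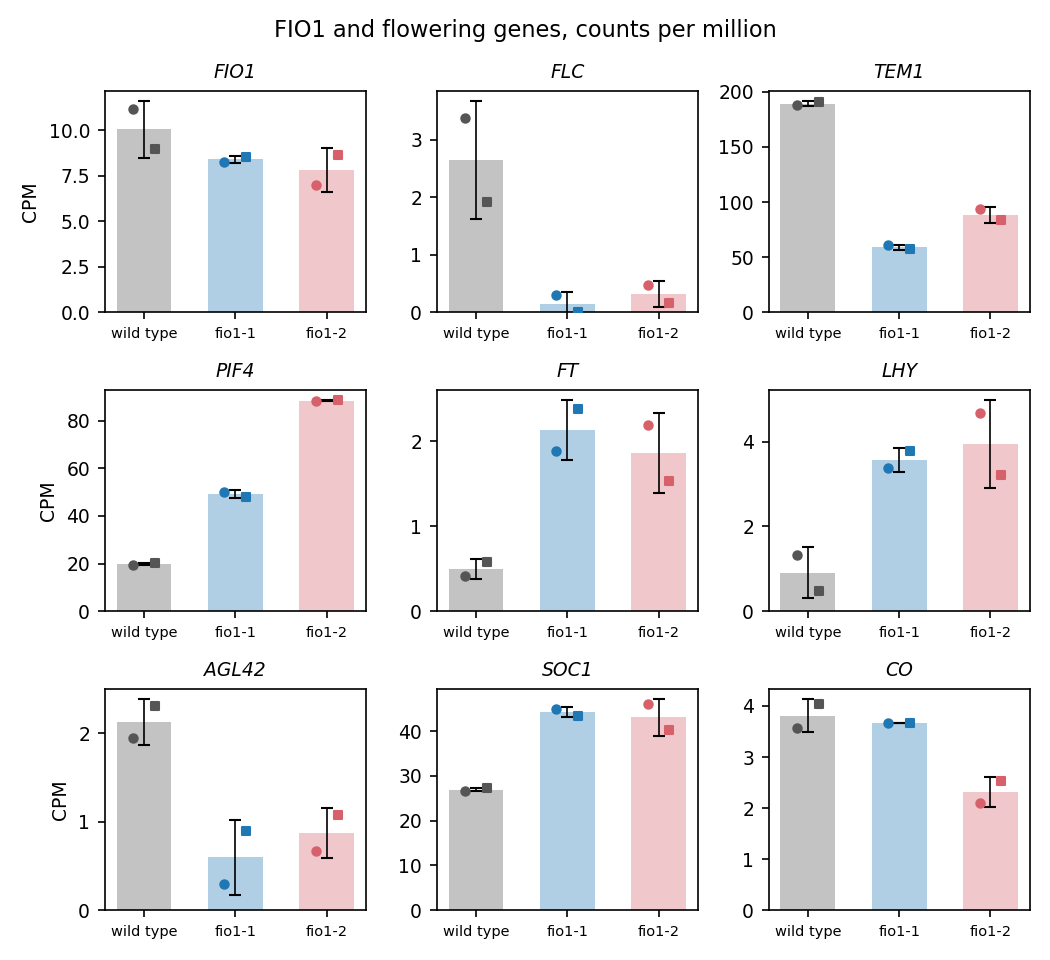
Expression in CPM of FIO1 and the flowering genes in each genotype, with a point per library, bars for the mean and error bars for the SD over 2 libraries. FLC and TEM1 lie lower in all 4 mutant libraries than in both wild-type libraries, and PIF4 and FT lie higher.

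Clock genes were compared because FIO1 has been tied to circadian period. PRR5 (AT5G24470) had a log2 fold change of -1.04 in *fio1-1* and 0.41 in *fio1-2*, and the mutants differed by 1.45 (SE 0.104, limma-voom adjusted p = 6.74e-19). The call in *fio1-1* was lost without *fio1-1* replicate 1 (-0.86) and, by a change just short of the fold change minimum, with upper-quartile factors. GI (AT1G22770) changed by 0.10 in *fio1-1* and 1.13 in *fio1-2*, a difference of 1.03 (SE 0.079, limma-voom adjusted p = 1.25e-17). The call of GI in *fio1-2* was lost without wild type replicate 2 (0.99), and the call between the mutants without *fio1-1* replicate 1 (0.98). PRR7, LUX, TOC1 and ELF4 differed between the mutants by 0.61, 0.42, 0.29 and 0.26 on the log2 scale, each past the limma-voom adjusted p but under the fold change minimum. ELF3 changed by -0.18 and -0.03 against wild type. CCA1, RVE8 and PRR9, at 0.700 to 2.53 CPM in all groups, passed no threshold, and each changed sign in at least 1 contrast against wild type when a single library was left out. Of the 11 clock genes, 7, 6 and 6 passed the limma-voom adjusted p in *fio1-1*, in *fio1-2* and between the mutants, and 7, 6 and 7 when adjusted over the list alone.

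Among the gene sets, the light-harvesting genes were higher in both mutants. Their median log2 fold change was 0.853 in *fio1-1* (12 of 13 genes higher, camera adjusted p = 1.71e-41, fry adjusted p = 0.00132). It was 0.866 in *fio1-2* (12 of 13 higher, camera adjusted p = 1.81e-38, fry adjusted p = 0.00132). This direction held under every scaling tried, and several of these genes are close copies of each other whose counts are uncertain. The camera values rest on the preset inter-gene correlation of 0.01, which was not checked for this or any other set. Between the mutants the median difference was 0.0426 (7 of 13 higher, camera adjusted p = 0.000338), and without *fio1-1* replicate 2 it was -0.00658 and not significant. The evening clock genes had a median of -0.246 in *fio1-1* (camera adjusted p = 0.0189) and 0.191 in *fio1-2* (camera adjusted p = 0.0852), and all 6 were higher in *fio1-2* than in *fio1-1*, by a median of 0.354 (camera adjusted p = 9.61e-09). The morning clock genes had a median of 0.298 in *fio1-1* (camera adjusted p = 0.161) and 0.447 in *fio1-2* (camera adjusted p = 0.0362), with a difference of 0.0861 (camera adjusted p = 0.161). Without wild type replicate 1 the medians were 0.662 in *fio1-1* and 0.919 in *fio1-2*, and without *fio1-2* replicate 2 the difference was 0.386. In *fio1-2* the set was not significant without wild type replicate 2 (0.439) or *fio1-2* replicate 1 (0.637).

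The lists of less methylated transcripts hold only those that the text of the study tabulates, which were found in at least 2 mutants. The full lists of the study are several times as long, so the values below describe the tabulated transcripts alone. The 22 listed for *fio1-1* had a median log2 fold change of -0.103 in *fio1-1* (8 of 22 higher, camera adjusted p = 0.022) and -0.182 in *fio1-2* (7 of 22 higher, camera adjusted p = 0.0312). Without *fio1-1* replicate 2 the median in *fio1-1* was -0.0553, and without *fio1-2* replicate 2 the set was not significant in *fio1-2* (-0.128). The 19 transcripts listed for *fio1-5* had medians of -0.127 and -0.166 and a camera adjusted p of 0.325 in both mutants, and the median in *fio1-1* was -0.0695 without *fio1-1* replicate 2. Between the mutants, the camera adjusted p was 0.727 for the first list and 0.234 for the second. Of the 8 set calls by camera, 7 held under fry, the exception being the light-harvesting genes between the mutants (fry adjusted p = 0.0546). Of the 7 tests that camera did not call, fry called 5. They were the evening clock genes in *fio1-2* (fry adjusted p = 0.0056), the morning clock genes in *fio1-1* and between the mutants (fry adjusted p = 0.0205 for each), and the second list in *fio1-1* and between the mutants (fry adjusted p = 0.00799 for the latter). In *fio1-1*, the median and mean (-0.00675) of the second list were negative while fry gave it as higher (fry adjusted p = 0.0289). Between the mutants the median of that list was 0.000593 and its mean -0.0385, and the median of the first list was -0.013 and its mean 0.0272. With a library left out these medians ran from -0.0332 to 0.0566 and from -0.0797 to 0.0286, so neither has a settled direction. Genes past the limma-voom adjusted p in the first list numbered 11, 14 and 9 in *fio1-1*, in *fio1-2* and between the mutants, and 11, 14 and 10 when adjusted over the list alone. In the second list they numbered 9, 11 and 5, and 9, 11 and 7 when adjusted over the list alone. Among the light-harvesting genes they numbered 13, 13 and 8, and 13, 13 and 10 when adjusted over the list alone.

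The strongest genes called higher in both mutants included seed storage protein genes. SESA2 (AT4G27150, seed storage albumin), CRU3 (AT4G28520, cruciferin) and EPR1 (AT2G27380, extensin) had 0 counts in both wild-type libraries. They were at least 53.1-fold, 39.7-fold and 36.1-fold higher in *fio1-1*, and at least 7272-fold, 16220-fold and 495-fold higher in *fio1-2*. Under the robust variance prior, SESA2 was no longer called in *fio1-1*. CRA1 (AT5G44120, cruciferin) had 3 counts in wild type, which gave a ratio of 82.5 in *fio1-1* (95% interval 27.9 to 403) and 13100 in *fio1-2* (95% interval 4480 to 63500). Counts of cruciferins and albumins may be divided among close copies. ICL (AT3G21720), which encodes isocitrate lyase, rose from 1.94 ± 0.434 CPM to 87.5 ± 8.75 CPM in *fio1-1* and 86.4 ± 3.92 CPM in *fio1-2*, with log2 fold changes of 5.48 and 5.46 (SE 0.295 each).

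The strongest genes called lower in both mutants were SUC7 (AT1G66570), AT4G08555, UGT73C1 (AT2G36750), AT4G01870 and AT4G07820, with log2 fold changes of -5.06, -4.66, -4.24, -3.29 and -3.12 in *fio1-1* and -4.61, -4.10, -3.25, -3.15 and -4.24 in *fio1-2*. The value of AT4G07820 in *fio1-2* rests on 4 and 18 counts and was -3.46 without *fio1-2* replicate 1 and -5.17 without *fio1-2* replicate 2. The value of SUC7 in *fio1-1* was -4.44 under limma-trend. The most abundant of them was AT4G01870, annotated as a tolB-like protein, which fell from 697 ± 10.2 CPM in wild type to 71.1 ± 4.89 CPM in *fio1-1* and 79.2 ± 8.10 CPM in *fio1-2*. SUC7 and UGT73C1 have close copies in the genome, so their counts are uncertain. AT4G07820 differed between the mutants under limma-trend only (log2 fold change -1.02, adjusted p = 0.0223, against 0.0223 to 0.738 over its alternatives).

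The mutants were compared directly to test whether the alleles differ. In *fio1-2*, 454 genes were called higher and 116 lower than in *fio1-1*, so that 79.6% of the 570 calls were higher. DESeq2 called 55 genes lower. The strongest genes called higher were AT1G03890, AT2G05580 and CRU3. AT1G03890 (chromosome 1, 989198 to 991020), annotated as a cupin, had 0 counts in wild type and in *fio1-1* and 32.6 ± 0.222 CPM in *fio1-2*, which is at least 219-fold higher than either. AT2G05580 (chromosome 2, 2055519 to 2056745), a glycine-rich protein gene, had 3 counts in *fio1-1* and 1983 in *fio1-2*, a ratio of 566 (95% interval 193 to 2750). CRU3 (chromosome 4, 14087556 to 14089796) was at 5.91 ± 0.0720 CPM in *fio1-1* and 2410 ± 12.4 CPM in *fio1-2*, a log2 fold change of 8.66 (SE 0.159, limma-voom adjusted p = 5.83e-52). SESA2, EPR1 and CRA1 were also called higher, by 7.09, 3.77 and 7.31 on the log2 scale.

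**Figure D4:**
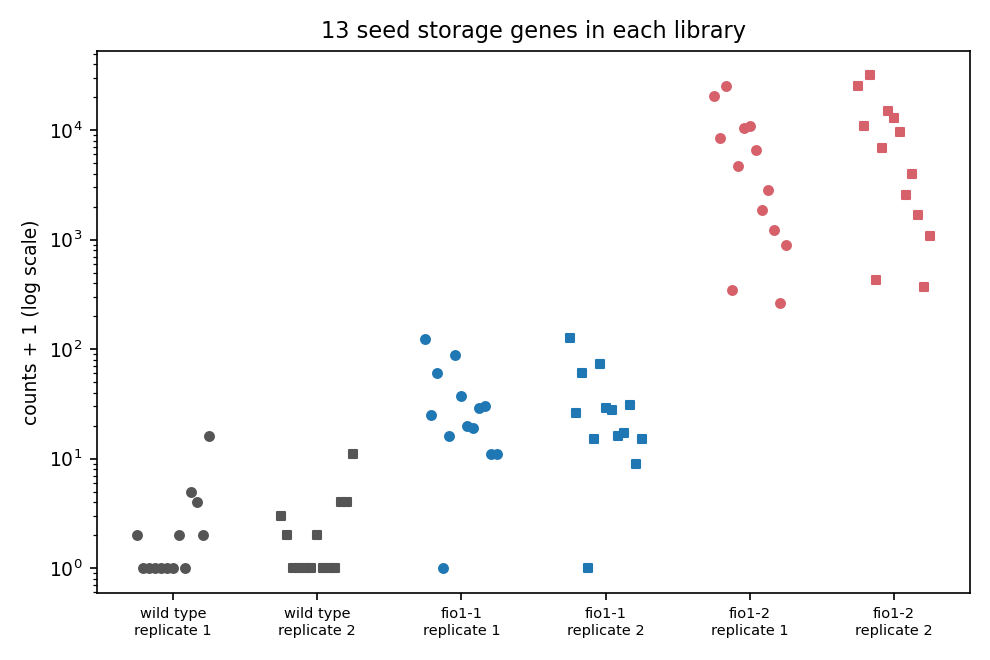
Counts plus 1 on a log axis of the 13 storage protein genes in each of the 6 libraries, with a point per gene. Both *fio1-2* libraries lie above both *fio1-1* libraries for each of the 13 genes.

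The strongest genes called lower in *fio1-2* than in *fio1-1* were AT2G01422, AT3G12900 and XTH33. AT2G01422 (chromosome 2, 183940 to 184734), a non-coding RNA gene, had 1 count in wild type and 1205 in *fio1-1*, a ratio of 1210 (95% interval 216 to 47700), and fell to 13 counts in *fio1-2*. Its log2 fold change between the mutants was -6.72 (SE 0.447, limma-voom adjusted p = 2e-20). With 13 counts against 1, its ratio in *fio1-2* to wild type was 11.1 (95% interval 1.67 to 474), and this call was lost without wild type replicate 2 (log2 fold change 1.89), without *fio1-2* replicate 1 (2.29) and under DESeq2. AT3G12900 (chromosome 3, 4104463 to 4106341), annotated as an Fe(II)-dependent oxygenase, was at 15.0 ± 0.847 CPM in *fio1-1* and 1.48 ± 0.610 CPM in *fio1-2*, a log2 fold change of -3.32 (SE 0.33). XTH33 (AT1G10550, chromosome 1, 3479066 to 3481041), a xyloglucan transferase gene, was at 2.24 ± 0.306 CPM in wild type, 60.4 ± 1.42 CPM in *fio1-1* and 8.76 ± 0.496 CPM in *fio1-2*, a log2 fold change of -2.77 between the mutants (SE 0.131).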

Values the study reported

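The study reported 627 up-regulated genes in *fio1-1* and 959 in the allele it calls *fio1-5*. It gave 1071 and 1342 differentially expressed genes in all, of which 338 up-regulated and 234 down-regulated genes were common to both alleles. It assigned 18 of the deregulated transcripts to the regulation of flowering.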

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

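Library size scaling and GC content and gene length had their tests set out before the results were seen, whereas the tests of the oleosin reporter, of related genes, of a wrong label, of seed material, of a seed programme, of carried-over reads, of the neighbours of AT2G01422 and of harvest time were chosen only after the result was seen.

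The direct comparison of the mutants called 454 genes higher and 116 lower in *fio1-2* than in *fio1-1*, a tested difference between groups that share a contrast against wild type. Of the 454, 111 (24.4%) were more than 8-fold higher, 13 were storage protein genes and 18 were late embryogenesis abundant genes. The log2 differences were 8.66 for CRU3, 7.31 for CRA1, 7.09 for SESA2, 3.77 for EPR1 and a fitted 8.78 for AT2G05580 (ratio 566, 95% interval 193 to 2750), and AT1G03890 was at least 218.9-fold higher. All 13 storage genes were called higher in *fio1-2* than in both other genotypes, and 11 of them were higher in *fio1-1* than in wild type. Storage genes took 0.905% and 0.935% of the counts in the *fio1-2* libraries, 0.00445% and 0.0043% in *fio1-1*, and 0.000257% and 0.000193% in wild type. Of the 13, 1 reached a mean of 1 CPM in wild type.

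Several technical explanations were excluded for the storage genes. The CRISPR vector described by the study carries an oleosin reporter, but the 12 storage genes other than OLEO1 had a median log2 difference of 7.76 between the mutants (7.54 with genes at 0 counts set to their bound). With library totals in place of TMM the median over the 13 genes was 7.32, and after a smooth trend on GC content and length was removed it was 7.17, against 7.31 before, while the median gene moved by 0.0275. Reads shared within a gene family would raise a single family, whereas the medians were 8.52 for the cruciferins, 8.22 for the albumins and 5.74 for the oleosins (8.09, 8.24 and 5.77 with the bound). A wrong label on a single library is excluded by the storage shares of the *fio1-2* libraries, which differed by a factor of 1.03.

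For the storage genes, RNA from seeds or embryos among the *fio1-2* seedlings and a seed programme active within these seedlings cannot be told apart, because both predict the same genes. In favour of either, 18 of 36 tested late embryogenesis abundant genes were called higher in *fio1-2* than in *fio1-1* (median log2 difference 1.06), although 23 genes of the list reached 1 CPM in wild type as well. ABI3 was higher by 2.73, and FUS3 reached 17 and 19 counts in *fio1-2* against at most 2 in the other libraries. LEC1 and LEC2 were not tested, at 0.0993 CPM or less in every genotype. Of the 7 floral organ genes only SEP3 was tested, and it was higher by 1.12 in *fio1-2* than in *fio1-1*; AG had 0 counts in all 6 libraries. An effect of the allele itself remains open as a biological explanation and was not tested.

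In *fio1-1*, 11 of the 13 storage genes lay far below *fio1-2* and above wild type, as reads carried over from the *fio1-2* libraries would. The others were AT1G03890, with 0 counts in both, and OLEO4, with 24 counts against 25 in wild type. Carried-over reads would be the same share of the *fio1-2* count for every gene. Among the 9 cruciferin and albumin genes the share was 0 for AT1G03890 and 0.21% to 0.745% for the rest. A chi-square statistic of the read counts, set against multinomial draws with a single common share, gave p = 1e-04, the smallest that 9999 draws can give. These draws hold counting error only. Negative binomial draws that add the spread between replicates reached a statistic of 39.1 at most, against 163 in the data. Carry-over is thus excluded as the sole cause, and a low expression of these genes in *fio1-1* stays open.

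The clock genes also differed between the mutants, with PRR5 higher by 1.45 and GI by 1.03 on the log2 scale in *fio1-2*, and the evening genes as a set by a median of 0.354. All 6 evening genes were higher in *fio1-2* than in *fio1-1*. A difference in the time of harvest could move genes of a shared phase together in this way, and so could an effect of the allele on the clock. The labels give no harvest time per library, so these explanations cannot be told apart.

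Among genes lower in *fio1-2* than in *fio1-1*, AT2G01422 differed by -6.72, AT3G12900 by -3.32 and XTH33 by -2.77 on the log2 scale. The non-coding gene AT2G01422 lies between PIN4, 176 bp before it, and HB17, 2874 bp after it. PIN4 is transcribed away from it. Reads running on from HB17, the flanking tested gene that points towards it, would leave HB17 with about as many counts, but in *fio1-1* HB17 had 28 against 1205, fewer by a factor of 43. This replaced a test set out earlier, on the change of the flanking genes (largest log2 fold change 0.244), which reads running on need not show. Genes further away were not tested. A local effect of a variant in the *fio1-1* background, or of the allele, may explain its level and was not tested. AT3G12900 and XTH33 had no test of their own.

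The light-harvesting genes differed between the mutants by a median of 0.0426, with 7 of 13 genes higher in *fio1-2*. By fry the adjusted p was 0.0546, and without *fio1-1* replicate 2 the median was -0.00658 (camera adjusted p = 0.0891, from 4.44e-10 to 0.0891 over its alternatives), so this difference depends on that library. No biological explanation was tested for it.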

How the results depend on the processing

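All alternatives but the rank correlation were chosen before the data were examined; the rank correlation gave r = 0.673 and was chosen after the data were seen, and 50 simulated unchanged pairs gave a median rank correlation of 0.467. No called result reversed by the direction of its test, although the median of the light-harvesting difference between the mutants changed sign in a leave-out given below. Of 228 counts and correlations under the alternatives, 40 moved beyond the limits set. Of 240 values of gene sets, 4 lost significance, and of 2036 values of named genes, 23 lost their call and 1 gained it.

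The threshold moved the counts most. With the adjusted p alone, 3026 genes were higher and 3047 lower in *fio1-1*, 3485 and 3426 in *fio1-2*, and 1981 and 1863 between the mutants, with 1856 shared higher, 1983 shared lower and 154 opposite, and close to equal numbers higher and lower (49.8%, 50.4% and 51.5% higher). With treat against a log2 fold change of 1, the counts were 119 and 142, 267 and 114, and 147 and 19, with 67 shared higher, 84 shared lower and 1 opposite, and the higher share in *fio1-1* was 45.6%. The larger and smaller counts follow from the thresholds, as adjusted p alone keeps all calls and treat keeps 24.98%, 30.2% and 29.1% of them. The cause of the changed split in *fio1-1* was not tested. Under DESeq2, 55 genes were lower between the mutants, and 76.8%, 75.8% and 64.0% of the calls were kept, against 97.6%, 98.3% and 97.4% under edgeR. In the simulated counts DESeq2 recovered fewer changed genes, 89%, 83% and 87.2%. Scaling moved the higher share in *fio1-1* only between 56.6% and 64.1%, and the median log2 fold change of all genes stayed within 0.047 of 0.

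The correlation between the mutants was 0.673. It was 0.703 under edgeR, 0.692 under DESeq2, 0.657 under limma-trend, 0.612 without the low-count filter and 0.738 in fits of the compared groups alone; the cause was not tested. With a library left out it lay between 0.617 (without *fio1-1* replicate 2) and 0.688 (without wild type replicate 1). The gap in r between replicates and genotypes was 0.0209, and 0.00938 without the low-count filter, 0.0222 with the filter on mean CPM and 0.0194 to 0.0201 with a library left out; the change follows from the genes kept.

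Leaving out a library leaves a group with a lone sample, assumed to vary like the other groups. The number of opposite calls then lay between 1 (without wild type replicate 2) and 5 (without *fio1-2* replicate 1). The median of the morning clock genes in *fio1-2* lay between 0.439 and 0.919, and the set was not significant without wild type replicate 2 (adjusted p = 0.0699) or *fio1-2* replicate 1 (0.0595), with 0.0123 to 0.0699 over all its alternatives. The transcripts less methylated in *fio1-1* had a median in *fio1-2* between -0.188 and -0.128, with adjusted p = 0.078 without *fio1-2* replicate 2 (0.0119 to 0.078 over all its alternatives). The light-harvesting difference between the mutants lay between -0.00658 and 0.0892. Between 72.6% and 96.5% of the *fio1-1* calls, 73.3% and 95.3% of the *fio1-2* calls and 66.0% and 96.5% of the calls between the mutants were kept. The cause of these losses was not tested beyond the smaller number of samples.

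Replicate numbers are shared by the groups, but the labels do not say that they mark a pair, and the deviations of same-numbered libraries were uncorrelated (r of 0.000309, -0.00432 and -0.0281). With the replicate block, 608 genes were higher and 417 lower in *fio1-1*, 870 and 347 in *fio1-2*, and 437 and 108 between the mutants. Among the named genes and gene sets, the block changed the call of AGL42 in *fio1-2* only (adjusted p = 0.0604, from 0.0228 to 0.213 over all its alternatives).

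Depth limits the genes near the floor. FT, LHY, AGL42 and FLC had 10 to 53 counts in a group of wild-type libraries, and a group without counts allows up to 0.149 CPM in wild type. Groups of 2 are too small for a test of outlying samples.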

Other observations

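The tests of copper status and of variants linked to FIO1 were set out before their results were seen; those of the shared wild-type libraries and of the antisense reads at FLC were chosen only after the result was seen.

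CSD2, a copper/zinc superoxide dismutase gene, was higher in *fio1-1* and lower in *fio1-2*, with a log2 difference of -2.71 between the mutants. This led to the hypothesis that copper status differed between the groups. CSD1 and CCS answer to copper through the same microRNA as CSD2 and were predicted to move with it, and FSD1 to move against it. The median log2 difference of CSD1 and CCS was -1.95 (CSD1 -1.95, limma-voom adjusted p = 1.47e-36; CCS -1.96, limma-voom adjusted p = 1.16e-31), and FSD1 differed by 1.92 (limma-voom adjusted p = 1.06e-48). Both libraries of each genotype showed these directions. MIR398b, a precursor of that microRNA, was higher in *fio1-2* than in *fio1-1* by 1.57. These values are consistent with a lower copper supply or uptake in *fio1-2* than in *fio1-1*. Whether this comes from the growth medium or from the genotype was not tested, since the labels give the same growth on soil for all libraries, the methods of the study describe agar plates instead, and neither records copper per library. The genes moved both ways, which a scaling factor common to all genes of a library cannot give. CSD1 overlaps a gene on the other strand, so its counts are uncertain. LSU3, which responds to low sulfur, was opposite too, and no explanation was tested for it.

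Variants linked to FIO1 could produce calls near the gene, because flanking sequence is inherited with it. Within 2 Mb of FIO1, 31 of 746 tested genes were called in *fio1-1* (4.16%, against 4.95% elsewhere, Fisher's exact p = 0.388), and 41 of 746 in *fio1-2* (5.5% against 5.96%, Fisher's exact p = 0.693). No excess was found within this window. It held too few genes to account for the calls as a whole whatever the result, and variants further away were not tested. The group labelled *fio1-2* is taken to be a CRISPR allele made in wild-type plants, so its test had little to detect.

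The log2 fold changes of the mutants were correlated with r = 0.673. Part of this can come from the sharing of wild-type libraries, which gave 0.491 to 0.530 in simulated unchanged groups. With a separate wild-type library for each mutant the lowest r was 0.491, so noise of single shared libraries is excluded as the sole cause. A difference common to both wild-type libraries, for example in harvest time, would remain in this test and is not excluded. A shared effect of impaired FIO1 remains a candidate explanation as well.

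FLC and the antisense gene AT5G01675, which covers it on the other strand, were both lower in the mutants. The antisense gene had 18 and 31 counts in wild type, 7 and 0 in *fio1-1*, and 1 and 2 in *fio1-2*, with a log2 fold change of -3.65 in *fio1-1*. If reads were counted without regard to strand, reads of FLC could appear under the antisense gene or the reverse. Since the strand setting is not stated, these counts cannot tell a change of 1 gene from a change of both. For FLC itself the study has other evidence. It reported a loss of FLC mRNA in both alleles by direct RNA sequencing, and low FLC in the mutants by qRT-PCR.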
